A study of Mus musculus with 221 samples. Its data were reported in "Epigenetic inheritance of diet-induced and sperm-borne mitochondrial RNAs" (2024).

How the data were processed

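RNA was profiled in single early 2-cell mouse embryos made by in vitro fertilization. Sperm came from C57BL/6N males fed a high-fat diet (HFD) or a low-fat diet (LFD), and oocytes came from C57BL/6N females that carry the mitochondrial genome of the Staudach mouse line. Each library was made from 1 embryo by the Smart-seq2 protocol, which copies polyadenylated RNA and amplifies it by PCR. The sample titles gave the diet of the sire and an embryo number, and 122 HFD and 99 LFD embryos were grouped by that diet. Sire, fertilization date, sequencing run and embryo sex were not used as groups because the labels give none of them. Per the study's methods, each fertilization date used an HFD male and an LFD male, and each date other males, so dates are shared between the diets by design and sires are not. Embryos were treated as replicates, so the p-values take no account of sire, and variation between the few sires of each diet could not be separated from the diet.

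The deposited values were raw counts per gene, which the authors made from paired reads. Per the study's methods, adaptors were removed with trim_galore and reads were aligned with STAR to mouse build GRCm38, in which the mitochondrial sequence had been replaced by that of the Staudach line. Per the file headers, featureCounts 2.0.3 then counted reads over the exons of Ensembl genes, with the strand setting at 2 (reverse strand), both ends required to align, and each read of a pair counted by itself. Of the counts above 0, 65.8% were even. Reads that aligned to several places or to several genes were left out by that program's defaults. The strand setting matters because a library without strand information loses part of its reads under it and gives genes on the opposite strand the reads of their neighbours; the closing section tests this. Genes were given by symbol, and all coordinates here are those of the count table (GRCm38). The table held 55291 genes, of which 37 are encoded by the mitochondrial genome (22 tRNA, 13 mRNA and 2 rRNA genes). Every sample column was used.

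Total counts per embryo ran from 1937251 to 17246791 with a median of 5706066. All embryos passed the minimum of 100000 counts. Between 11364 and 21638 genes had a count in an embryo (median 18833). PCR reads without molecular identifiers are not independent molecules, so counting error understates the error of a single library; the spread between embryos was used throughout. To look for libraries present more than once, the 50 most similar pairs of embryos were compared by a chi-square test of their counts. The lowest value was 14.3 per gene. Sampling noise gives about 1 for single reads and about 2 where both reads of a pair are counted, so no pair was merged.

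Differential expression was tested with edgeR 4.0.16 (quasi-likelihood test, TMM normalization, filterByExpr by diet) in R 4.3.3, with Benjamini-Hochberg adjustment and a false discovery rate (FDR) threshold of 0.05. Log2 fold changes are HFD over LFD, and their standard errors (SE) were computed from the fold change and the F statistic. Mitochondrial genes were also adjusted over the list alone. Levels of transcript classes were computed per embryo as the log2 of summed CPM (counts in each 1000000 of all counts), with 0.5 added to the sum. Group means were compared by 2-sided permutation tests with 100000 permutations, whose smallest possible p is 1e-05. The spread was compared as the log2 ratio of the standard deviations (SD), and the upper tail as the difference of the 90th percentiles. Separation of transcriptomes by diet was the share of the summed squared distances between embryos that diet explains (R2 of a permutational analysis of variance), from log2 CPM with 1 added, and tested with 9999 permutations, whose smallest possible p is 0.0001. Gene sets were tested with camera (limma 3.58.1, voom values, preset correlation of 0.01), with fry and with camera at an estimated correlation. Genes associated with the mt-tRNA level were tested with edgeR as the slope on that level with diet as a covariate, leaving out the mt-tRNA genes. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 served for the other steps.

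The groups, tests, 10 gene lists, most alternatives and the rule for naming genes were chosen before the data were examined. The named genes are, among called genes with a mean of at least 3 log2 CPM, the 5 with the largest and the 5 with the smallest fold change; the 6 mitochondrial genes with the smallest p among those called over the list alone; the 2 members with the smallest p of each shifted set; Prm2 and Clu, which the study names as sperm mRNAs; and the 3 genes with the largest and the 3 with the smallest slope on the mt-tRNA level. The study divided embryos by sex and by clusters of their mitochondrial transcripts. Neither division was made here, as the labels give neither. Sorting embryos by clusters of mitochondrial transcripts would also build the difference into the groups. That reason does not hold for sex, which the study took from Y-linked expression. The subset of male HFD embryos that the study describes was thus not tested as such. The Y-linked and mt-tRNA levels were used as continuous values instead. Heteroplasmy was not analysed here because counts per gene hold no base variants.

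Alternatives were DESeq2 1.42.0, limma-voom, other scalings and low-count filters, leaving out 8 libraries with few genes (more than 3 median absolute deviations below the median), and covariates for genes detected, Y-linked level and developmental stage. After the data were seen, further alternatives were added: the mt-tRNA level without mt-Ts1, a macrophage marker level as covariate, and blocks of 10 consecutive embryo numbers, which were exchanged between the diets, taken as a random effect, or left out in runs of up to 4. So were 6 lists of marker genes of somatic cells, none of which holds a gene that had been seen as called. Nuclear copies of mitochondrial genes were defined as genes outside the mitochondrial genome whose annotated transcripts share at least 50% of their stretches of 31 bases with mitochondrial transcripts, in the GENCODE transcripts of the same build.

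The tests were tried on simulated counts in which 200 genes were changed by 1 on the log2 scale. For the comparison of the diets, over 14308 genes, edgeR recovered 189 (94.5%) with 4 other calls, and limma-voom recovered 174 (87.0%) with 7 other calls. For the slope, over 14285 genes, edgeR recovered 184 (92.0%) with 4 other calls. The share that limma-voom had to recover was lowered after its result was seen. In 14308 simulated genes a set of raised genes gave a camera p of 1.57e-223 and a set of unchanged genes 0.521. Simulated genes were drawn independently of each other, so this check does not cover correlation between the genes of a set. The random splits of the real embryos in the closing section do. The separation test on 2000 simulated genes gave an R2 of 0.447% (p = 0.703) without a shift and 2.91% (p = 0.0001, the smallest possible) with 200 genes shifted.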

Results

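To ask whether the diet of the father before conception leaves a trace in the transcripts of the early embryo, single 2-cell embryos sired by males fed a high-fat diet (HFD) or a low-fat diet (LFD, n = 99) were compared. The oocytes carried mitochondrial DNA of the Staudach line, so that mitochondrial sequences of mother and father differ. Median total counts were 5718555 per HFD embryo (range 2296020 to 13155271) and 5701723 per LFD embryo (range 1937251 to 17246791). The number of genes with a count was 18500 ± 1612 (mean ± SD) in HFD and 18511 ± 1600 in LFD embryos. Mitochondrially encoded genes took 5.80% ± 2.23 of the counts in HFD and 4.48% ± 1.66 in LFD embryos. The number of HFD embryos is given with the processing above. Per the study's methods, sperm of an HFD and of an LFD male was used on each fertilization date, with other males on the next. Dates thus held both diets by design, while sires differed between them. The labels name neither for an embryo, so p-values count embryos of the same sire as independent, and a difference between the diets holds any difference between their few sires.

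The first question was whether embryos of the diets separate by their whole transcriptomes. Over 14795 nuclear genes, diet explained 0.697% of the summed squared distances between embryos (permutation p = 0.011). On the 500 genes of highest variance the share was 0.615% (p = 0.0483), and with genes at unit variance it was 0.844% (p = 0.0042). Over the 25 mitochondrial genes that passed the filter, diet explained 7.38% (p = 0.0001, the smallest that the permutations can give), and 7.87% with genes at unit variance. The groups thus differed past the threshold in both, with most of the distance lying between embryos of the same diet.

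The summed level of the 22 mt-tRNA genes was 9.03 ± 0.52 log2 CPM (counts in each 1000000; SD over embryos) in HFD and 8.66 ± 0.54 (n = 99) in LFD embryos, a difference of 0.37 (2-sided permutation p = 2e-05). It was above the LFD median in 88 HFD embryos and above the highest LFD embryo in 0. The summed level of the 13 mt-mRNA genes was 15.53 ± 0.47 in HFD and 15.17 ± 0.48 in LFD embryos, a difference of 0.36. For the 2 mt-rRNA genes the values were 12.77 ± 0.56 and 12.23 ± 0.70, a difference of 0.54. Both differences had p = 1e-05, the smallest that 100000 permutations can give. The differences were smaller than or close to 1 SD of single embryos, and the groups overlapped. Leaving out mt-Ts1 raised the mt-tRNA difference to 0.49 (p = 1e-05, the smallest possible). The alternative that moved it most was leaving out mt-Ts1 together with runs of embryo numbers, which gave values from 0.09 to 0.75. mt-Ts1 held 76.3% of all mt-tRNA counts.

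**Figure D1:**
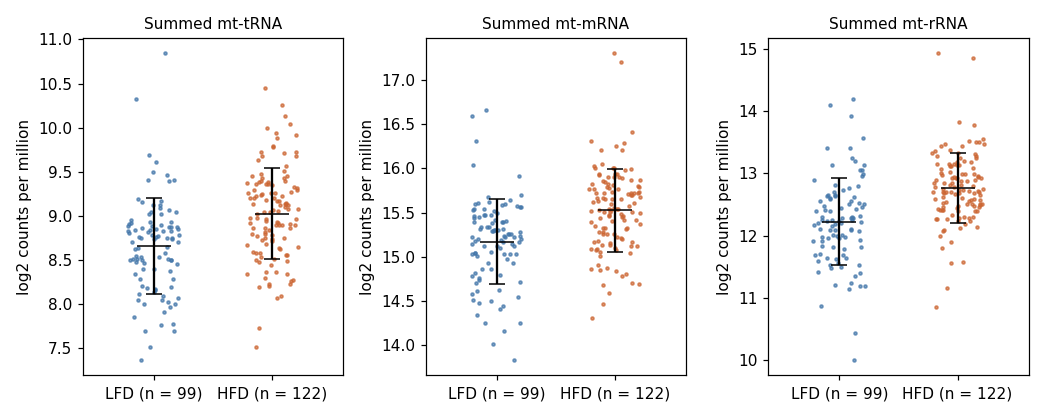
Summed levels of mt-tRNA, mt-mRNA and mt-rRNA genes in log2 CPM, with 1 point per embryo for LFD and HFD embryos; the horizontal mark is the mean and the bars are 1 SD. HFD means lie 0.37, 0.36 and 0.54 above LFD means, and the groups overlap.

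Because no batch is named in the labels, the comparison was repeated within ranges of 10 consecutive embryo numbers, which need not share a handling date. The order in which the samples are listed alternates between runs of LFD and of HFD embryos. Those runs cut across the number ranges and were not used as groups. The mt-tRNA level was higher in HFD than in LFD embryos in 10 of the 11 number ranges that hold both diets, as were the mt-mRNA and mt-rRNA levels. The difference within a range ran from -0.15 to 1.10 for mt-tRNA, from -0.05 to 0.74 for mt-mRNA and from -0.17 to 1.39 for mt-rRNA. When whole blocks of numbers were exchanged between the diets, differences as large came up with p = 0.00278 for mt-tRNA, p = 0.00081 for mt-mRNA and p = 0.0005 for mt-rRNA. Without mt-Ts1, block means of the mt-tRNA level ran from 6.27 to 8.06 in HFD and from 6.05 to 6.83 in LFD embryos, and HFD was higher in 8 of 11 ranges. The exchange of blocks then gave p = 0.0324. When each run of 4 consecutive blocks of a diet was left out in turn, this difference ran from 0.09 (p = 0.276, without HFD numbers 31 to 70) to 0.75 and was past the threshold in 17 of 18 runs. With mt-Ts1 included it ran from 0.23 to 0.49 and was past the threshold in all 18 (highest p = 0.00218). These p-values treat embryos as independent.

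**Figure D2:**
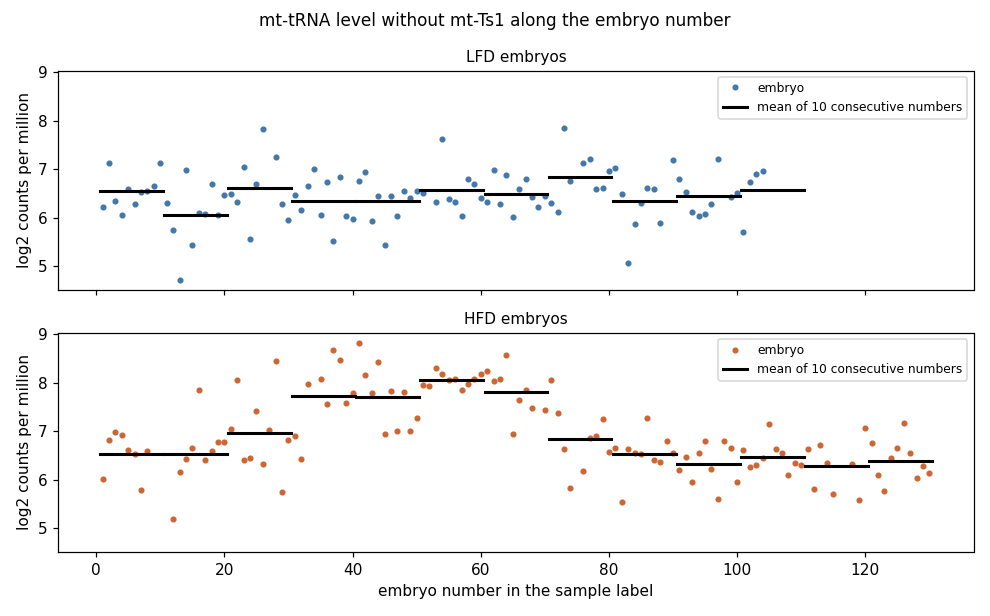
Summed level of the mt-tRNA genes without mt-Ts1, in log2 CPM, against the embryo number in the sample label, for LFD embryos (upper panel) and HFD embryos (lower panel); points are embryos and black lines are means of 10 consecutive numbers. Means run from 6.05 to 6.83 in LFD and from 6.27 to 8.06 in HFD embryos.

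The study described a subset of male HFD embryos with raised mt-tRNA, and a subset would widen the distribution. The spread here was taken over embryos of both sexes, in which a subset of 1 sex is diluted. The SD of the mt-tRNA level did not differ between the diets (log2 ratio of HFD over LFD -0.07, permutation p = 0.709). This value changed sign without the libraries with few genes (0.14, p = 0.353) and without mt-Ts1 (0.64, p = 1e-05, the smallest possible), where the SD was 0.81 in HFD and 0.52 in LFD embryos. The 90th percentile was 9.71 in HFD and 9.17 in LFD embryos, a difference of 0.54 (p = 1e-05, the smallest possible). Without mt-Ts1 it was 1.02, and 25 HFD embryos lay above the highest LFD embryo. The level without mt-Ts1 follows the embryo number in HFD embryos, so single embryos are not independent there; exchanging whole number blocks gave p = 0.00957 for its spread and p = 0.0338 for its upper tail.

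Of 14820 genes tested with edgeR, 318 were called at an FDR under 0.05, with 186 higher and 132 lower in HFD embryos; 1938 had an unadjusted p under 0.05. The alternative that moved this count most was testing without a low-count filter, which called 7030 of 45512 genes. With blocks of 10 embryo numbers as a random effect, limma-voom called 86 genes, of which 83 were among the 318; limma-voom without the blocks called 330. Of the 25 mitochondrial genes tested, 23 were called adjusted over the list alone, all higher in HFD, and 18 adjusted over all genes. Of the 10 mt-tRNA genes among them 8 were called over the list alone. The study drew attention to these genes on the same embryos, so the count over the list is not independent evidence.

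Among mitochondrial genes, mt-Tm (MT, 3845 to 3913) rose by a log2 fold change of 1.02 (SE 0.12, edgeR FDR over the list alone 5.34e-13) and mt-Tq (MT, 3772 to 3842) by 0.87 (SE 0.11, FDR 8.89e-12). mt-Tm lay above the highest LFD embryo in 27 HFD embryos and mt-Tq in 34. The level of mt-Tq was 5.72 ± 0.98 log2 CPM in HFD and 5.11 ± 0.57 in LFD embryos. The protein-coding genes mt-Atp6 (MT, 7927 to 8607), mt-Atp8 (MT, 7766 to 7969) and mt-Cytb (MT, 14145 to 15288) rose by 0.49 (SE 0.07), 0.57 (SE 0.09) and 0.53 (SE 0.09). The rRNA gene mt-Rnr1 (MT, 70 to 1024) rose by 0.73 (SE 0.12). mt-Atp8 and mt-Atp6 overlap on the same strand, and mt-Tq overlaps a tRNA gene on the other strand by a few bases.

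The 5 called nuclear genes with the largest fold change were Apoe (chromosome 7, 19696109 to 19699188; log2 fold change 3.23, SE 0.34), Gm10925 (chromosome 1, 24613974 to 24614651; 2.87, SE 0.30), Ctsd (chromosome 7, 142375911 to 142388038; 1.87, SE 0.25), Cd68 (chromosome 11, 69664213 to 69666153; 1.55, SE 0.30) and Mmp12 (chromosome 9, 7344381 to 7369499; 1.33, SE 0.25). Their edgeR FDR ran from 2.55e-14 to 0.000239. The medians differed by less: by 0.02 for Apoe, 0.60 for Gm10925, -0.02 for Ctsd, -0.12 for Cd68 and 0.26 for Mmp12, and 15, 6, 13, 7 and 6 HFD embryos lay above the highest LFD embryo. The fold changes of Apoe, Ctsd and Cd68 thus rested on few embryos, while Gm10925 also rose in the median. In limma-voom Apoe had an FDR of 0.189, Ctsd 0.309, Mmp12 0.785 and Cd68 changed sign (-0.04, FDR 0.973), while Gm10925 stayed past the threshold (0.84, FDR 0.00298), also with number blocks as a random effect (FDR 0.0364). Gm10925 is a nuclear copy of mt-Atp6 with 100% of its stretches of 31 bases shared. That share was taken against GENCODE mitochondrial transcripts and not against the Staudach sequence used for the alignment. Its counts are uncertain, because reads that aligned to both places were left out and reads of mitochondrial RNA may be assigned to the copy. No single library moved any of these 5 fold changes by over 1.5 times.

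**Figure D3:**
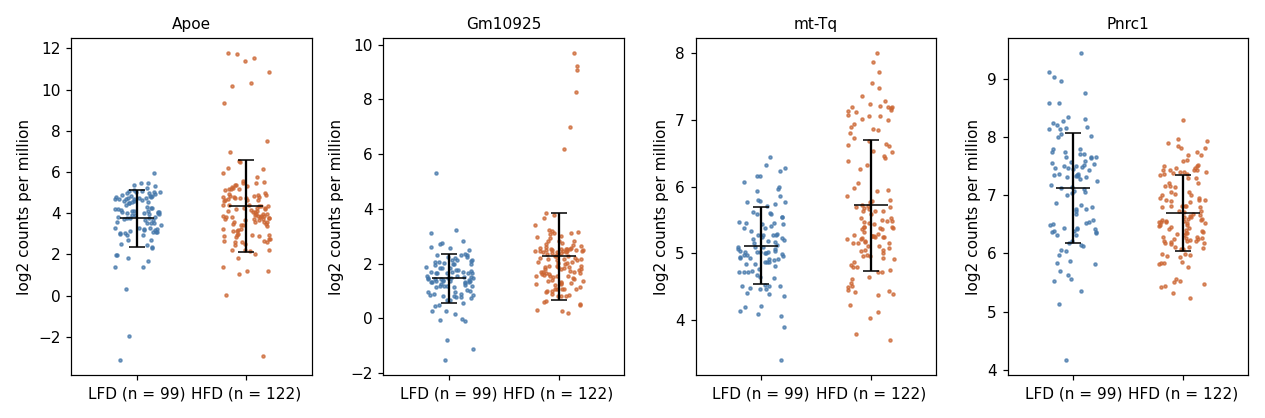
Levels of Apoe, Gm10925, mt-Tq and Pnrc1 in log2 CPM, with 1 point per embryo for LFD and HFD embryos; the horizontal mark is the mean and the bars are 1 SD. For Apoe and Gm10925, 15 and 6 HFD embryos lie above every LFD embryo, while the medians differ by 0.02 and 0.60.

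The 5 called genes with the smallest fold change were Dusp9 (chromosome X, 73639419 to 73643514; log2 fold change -0.59, SE 0.17), Cc2d1a (chromosome 8, 84132828 to 84147936; -0.55, SE 0.13), Pnrc1 (chromosome 4, 33245423 to 33290163; -0.54, SE 0.11), Zfp36l2 (chromosome 17, 84183931 to 84187947; -0.52, SE 0.14) and Pdxp (chromosome 15, 78913919 to 78919517; -0.51, SE 0.14). Their edgeR FDR ran from 0.000308 to 0.0317. The medians differed in the same direction, by -0.51 for Zfp36l2 to -0.66 for Pnrc1. With number blocks as a random effect in limma-voom none of these 5 was past the threshold (FDR from 0.0850 to 0.377). Without the blocks, limma-voom gave Dusp9 an FDR of 0.114 and Zfp36l2 0.0513. Cc2d1a (FDR 0.00976), Pnrc1 (0.0261) and Pdxp (0.0267) were past the threshold there. For Dusp9 and Zfp36l2 the loss is thus not due to the blocks alone. With the Y-linked level as covariate in edgeR, the X-linked gene Dusp9 had a log2 fold change of -0.47 and an FDR of 0.127. The other genes had FDRs from 0.000694 for Pnrc1 to 0.0270 for Zfp36l2 there. With the macrophage marker level as covariate the FDR of Dusp9 was 0.0689. The balance of embryo sexes thus stays open as an explanation for Dusp9.

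Of 9 gene sets, camera placed 4 higher in HFD embryos: nuclear complex I genes (35 genes, FDR 0.00195), nuclear genes of complexes II to V (41 genes, FDR 0.000196), cytosolic ribosomal proteins (83 genes, FDR 1.38e-07) and Y-linked genes (6 genes, FDR 0.00217). With fry, the complex I and complexes II to V sets held (FDR 0.0430 for each), and the others did not. With an estimated correlation none held. Median fold changes were small, at 0.13, 0.11, 0.11 and 0.41. For sperm mRNAs the test pointed down while the median of the 2 tested genes was 0.40, and for 2-cell-stage transcripts the median was -0.04 and the mean 0.02; neither set was past the threshold. Of complex I, 3 of the 35 genes were called over all genes and 6 adjusted over the list alone.

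Members of these sets with the smallest p were Ndufb6 (chromosome 4, 40270591 to 40279421; 0.26, SE 0.06), Ndufb2 (chromosome 6, 39592574 to 39603382; 0.42, SE 0.11), Cox5b (chromosome 1, 36691449 to 36693681; 0.25, SE 0.06), Rps27 (chromosome 3, 90212522 to 90213651; 0.53, SE 0.12) and Rpl38 (chromosome 11, 114668524 to 114672331; 0.38, SE 0.10), all called by edgeR. With number blocks as a random effect none of these 5 was past the threshold (FDR from 0.0535 to 0.124). Atp5md (chromosome 19, 47083464 to 47090647; 0.30, SE 0.10) had an FDR of 0.0713 with edgeR and 0.0499 with DESeq2. The Y-linked genes Uty (chromosome Y, 1096861 to 1245759; 0.53, SE 0.35) and Zfy1 (chromosome Y, 725128 to 797409; 0.49, SE 0.36) had FDRs of 0.547 and 0.606.

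The balance of embryo sexes was examined through the summed level of Y-linked genes, which was 3.58 ± 3.27 in HFD and 2.58 ± 3.61 in LFD embryos and differed between the diets (permutation p = 0.0309). With this level as a covariate 266 genes were called, of which 258 were among the 318, and 23 mitochondrial genes over the list alone.

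To compare developmental timing, the level of 2-cell-stage transcripts was set against that of maternal transcripts. The log2 ratio was -2.14 ± 0.38 in HFD and -2.17 ± 0.33 in LFD embryos, and the difference of 0.03 was within the spread between embryos (permutation p = 0.604).

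Sperm mRNAs were examined because the study names Prm2 and Clu as transcripts that reach the oocyte. Prm2 had a mean of 5.52 counts per embryo and a count in 137 embryos, and did not pass the low-count filter. Clu (chromosome 14, 65968483 to 65981547) had a log2 fold change of 0.92 (SE 0.36, edgeR FDR 0.190). Its value rested on 1 library: the log2 ratio of mean CPM was 0.85 with all embryos and -0.36 without HFD embryo 78.

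Whether embryos with more mt-tRNA express more oxidative phosphorylation genes was asked within each diet. The mt-tRNA level and the mean level of complex I genes had no correlation past the threshold in HFD embryos (Pearson's r = 0.101, permutation p = 0.268; Spearman's rho = -0.00734, p = 0.937). In LFD embryos r was 0.174 (p = 0.0850; rho = -0.0267, p = 0.793; n = 99). Leaving out the 2 embryos farthest from the median gave r = 0.0553 in HFD and r = -0.0866 in LFD embryos, so the LFD value rested on those embryos. With nuclear counts as denominator r was 0.252 (p = 0.0127; rho = 0.0383, p = 0.706) in LFD and 0.172 (p = 0.0570; rho = 0.0646, p = 0.481) in HFD embryos. Without mt-Ts1 it was 0.167 (p = 0.0659; rho = 0.0918, p = 0.316) in HFD and 0.103 (p = 0.307; rho = 0.0791, p = 0.438) in LFD embryos. The difference of r between the diets was -0.0729 (permutation p = 0.709).

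In the model across all embryos with diet as a covariate, 5443 of 14810 genes were associated with the mt-tRNA level, 3050 with a positive and 2393 with a negative slope. The fits in 1 diet moved this count most, with 2992 genes in HFD embryos alone and 3086 in LFD embryos alone. Of 35 complex I genes, 16 were called, all with a positive slope. Within HFD embryos alone 12 of the 25 tested were called and within LFD embryos alone 11 of 25, all positive, with a median slope of 0.28 in each, so the gene-wise slopes and the correlations of the mean level differ. The largest slopes were those of Apoe (2.10, SE 0.27), Spp1 (chromosome 5, 104435118 to 104441050; 1.30, SE 0.23) and Tmsb4x (chromosome X, 167207093 to 167209315; 1.24, SE 0.20), in log2 units per log2 unit of mt-tRNA. The most negative were those of Tacr3 (chromosome 3, 134829007 to 134934579; -1.31, SE 0.24), Gm7942 (chromosome 5, 95106704 to 95111158; -1.20, SE 0.15) and Gm7957 (chromosome 7, 83411977 to 83414578; -1.13, SE 0.20). The edgeR FDR of these 6 genes ran from 3.50e-12 to 2.46e-06. With the level taken without mt-Ts1, 4485 genes were called, of which 3024 were among the 5443, and Tacr3 was no longer past the threshold. The slope of Apoe was 3.27 (edgeR FDR 5.35e-10) in HFD embryos alone, 0.35 (FDR 0.220) in LFD embryos alone and 0.51 (FDR 0.0113) without mt-Ts1. The difference between the diets was not tested. Slopes were not fitted with the macrophage marker level as covariate or with single embryos left out. RNA of macrophages in a few HFD embryos thus stays open as a source of these slopes.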

Values the study reported

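The study reported that the mitochondrial genomes of the parental lines differ at 416 single nucleotide positions. It described profiling about 200 hybrid embryos, made with sperm of 4 males for each diet. It placed about 30% of the male embryos sired by HFD-fed mice in a cluster with raised mt-tRNAs.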

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

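The tests chosen only after the results were seen are those without mt-Ts1, those with the macrophage marker level, the exchange of number blocks, alone or together with leaving out mt-Ts1, the number blocks as a random effect, and the runs of 4 number blocks left out.

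Of 156 alternative values of the 15 results that answer a comparison, 142 kept their direction and their side of the threshold, or for counts stayed within 1.5 times. Among the 156 are the 18 runs of 4 number blocks left out for each of mt-tRNA, mt-tRNA without mt-Ts1, mt-mRNA and mt-rRNA. These runs overlap and keep most embryos, so the tally is not one of independent checks. The mt-mRNA and mt-rRNA differences kept their direction and their side of the threshold under each of their alternatives. The mt-tRNA difference did too, except that it was 0.0877 (p = 0.276) without mt-Ts1 when HFD numbers 31 to 70 were left out, and there the cause was not tested. Of 351 alternative values for named genes, 313 did so, 34 kept their direction but were no longer past the threshold, 2 moved past it and 2 changed sign. Both sign changes were of Cd68, at -0.0422 with limma-voom and -0.0410 with number blocks as a random effect. The cause was not tested.

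The count of 318 called genes was 7030 without a low-count filter (45512 genes tested, 70.3% of calls higher in HFD), 546 without the libraries with few genes (59.2% higher), and 86 with number blocks as a random effect (59.3% higher, block correlation 0.0420). The main share was 58.5%, and with DESeq2 size factors 48.8%. More genes were tested without the filter, but whether this accounts for the larger count was not tested. The cause was not tested for the other settings either. Mitochondrial genes called over the list alone ran from 22 to 26 over the settings computed.

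Of the 4 shifted sets, fry gave 2 and camera with an estimated correlation gave 0. Of the 9 sets tested with the estimated correlation, complex I (unadjusted p = 0.0350) and complexes II to V (unadjusted p = 0.0393) had an unadjusted p under 0.05. The genes associated with mt-tRNA were 2992 in HFD and 3086 in LFD embryos alone, fits with fewer embryos and fewer genes tested. The log2 ratio of the spread of mt-tRNA changed sign without the libraries with few genes (0.14) and without mt-Ts1 (0.64, also when number blocks were exchanged, which changes only the p). The LFD correlation with complex I was -0.0866 without the 2 farthest embryos and 0.252 with nuclear counts as denominator. The cause was not tested for these 4 values.

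The embryo numbers do not pair the embryos: deviations of the 94 pairs of 1 number had a mean correlation of 0.0110, and 17 pairs were above 0.1. With the number as a block, 508 genes were called (40.6% higher in HFD), 22 mitochondrial genes over the list alone, and differences of 0.42, 0.40 and 0.49 for mt-tRNA, mt-mRNA and mt-rRNA. The dispersion trend of the blocked fit was taken from the fit without the block.

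Not run: a batch from column names, as the columns hold none; minimums of 100000 and 1000000 counts, which remove no library; the 500 most variable genes for mitochondrial genes; and other denominators for developmental timing, which cancel. Depth limits genes with few counts, such as Prm2 at a mean of 5.52.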

Other observations

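Several tests were chosen only after the result was seen. For the mt-tRNA difference these are the tests on mt-Ts1, sex, number batches, macrophage markers and short genes. For the nuclear copies they are the comparisons with mt-mRNA and the counterparts, the density test and the base variant question. Every exchange or omission of number blocks was also chosen then, as were the counts of embryos above the highest LFD embryo. The residuals of the mt-tRNA difference on depth and genes detected were planned, and only what they would show was written down afterwards. In all, 18 correlations of these levels were computed, and adjusted p is over those 18.

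Other splits of the embryos into groups of the same sizes were drawn to see whether chance gives as much. Of 100 splits with the real one included, 1 gave as many called genes (other splits at most 34, median 1) and 1 as many mitochondrial genes (other splits at most 14), so chance can be excluded for both if embryos are independent. As many shifted gene sets came up in 19 of 100 splits, so chance cannot be excluded for the sets. Those splits ignore the structure along the embryo number. When whole blocks of 10 numbers were exchanged between the diets, 3 of 100 assignments with the real one included gave as many called genes (others at most 736, median 4), 2 as many mitochondrial genes (others at most 24) and 31 as many sets. Blocks can thus give counts as large, though seldom for genes, and a batch tied to the diet cannot be told apart from it.

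Several technical explanations of the higher mt-tRNA level were tested. Without mt-Ts1 the difference was 0.49, which argues against reads of mt-Co1 as the whole cause. It fell to 0.09 (permutation p = 0.276) when HFD numbers 31 to 70 were left out, so this rests largely on that run. Leaving out mt-Ts1 does not remove reads that other tRNA genes may take from RNA of the opposite strand, so that source stays open. In residuals on depth and genes detected the mt-tRNA difference was 0.37, and genes detected hardly differ between the diets. In residuals on the Y-linked level it was 0.35 (p = 2e-05), and 0.46 without mt-Ts1 (p = 1e-05, the smallest possible), which argues against sex balance as the whole cause. The mt-tRNA level had no relation past the threshold with the Y-linked level in HFD (r = 0.0110, p = 0.904; rho = 0.0248, p = 0.787; 0.0202 without the 2 farthest embryos; adjusted p 0.904) or LFD embryos (r = 0.129, p = 0.208; rho = 0.141, p = 0.164; 0.124 without the 2 farthest; adjusted p 0.416). Without mt-Ts1 the values were r = -0.0146 (p = 0.873; rho = 0.0182, p = 0.843; -0.0483 without the 2 farthest; adjusted p 0.904) in HFD and r = 0.212 (p = 0.0359; rho = 0.227, p = 0.0242; 0.188 without the 2 farthest; adjusted p 0.0809) in LFD embryos, so sex may add to the level. Without mt-Ts1, the difference was 0.46 in residuals on macrophage markers and 0.44 in residuals on short nuclear genes (p = 1e-05 for each, the smallest possible), which argues against both as the whole cause. Embryo batches stay open: exchanging blocks of numbers gave p = 0.00278, and without mt-Ts1 p = 0.0324 for the difference and p = 0.00957 for the spread. Fertilization dates held both diets by design, but each diet had its own few sires, which the labels do not name, so a batch of sires cannot be told apart from the diet. An effect of the father's diet stays open as well. The mt-tRNA difference of 0.37 was close to that of mt-mRNA (0.36) and below that of mt-rRNA (0.54). Whether mt-tRNA rose beyond a general rise of mitochondrial RNA was not tested, so an effect specific to mt-tRNA is not shown.

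Without mt-Ts1, the mt-tRNA level followed the embryo number within HFD embryos. The correlation of neighbouring numbers was 0.603 (permutation p = 1e-05, the smallest possible), against 0.0313 (p = 0.337) in LFD embryos; the difference between the diets was not tested. With mt-Ts1 the level followed the number less closely, at 0.200 in HFD (p = 0.00896) and 0.164 in LFD embryos (p = 0.0369). In LFD embryos mt-rRNA (0.375, p = 4e-05) and mt-mRNA (0.207, p = 0.0134) followed it too. Without mt-Ts1, the difference between the diets ran from 0.39 to 0.54 with any 1 of 24 blocks left out, but from 0.09 to 0.75 with any run of 4 consecutive blocks of a diet left out. The lowest value was that without HFD numbers 31 to 70, so most of the difference rests on that run. Genes detected also followed the number in HFD embryos (0.327, permutation p = 0.00022), but not past the threshold in LFD embryos (0.0879, p = 0.155). In residuals on depth and genes detected the correlation of neighbours fell from 0.603 to 0.389 (p = 1e-05, the smallest possible). This leaves genes detected as a possible part of the pattern and argues against them as the whole cause. Developmental stage was not related to the level (r = 0.0739, p = 0.420; rho = 0.0999, p = 0.271; 0.0846 without the 2 farthest embryos; adjusted p 0.582). Nuclear genes of at most 120 bases rose with it (r = 0.513, p = 1e-05, the smallest possible, adjusted p 6e-05, rho = 0.419, p = 1e-05, 0.498 without the 2 farthest embryos). They rose with it in LFD embryos too (r = 0.407), but rho was 0.217 (p = 0.0313) there and r was 0.283 without the 2 farthest embryos. Of the counts of these short genes 37.6% lie in 1 gene. Silent receptor genes, taken as a gauge of genomic DNA, also rose with it (r = 0.284, p = 0.00138, adjusted p 0.00414; rho = 0.255, p = 0.00434; 0.239 without the 2 farthest embryos), but not in LFD embryos (r = -0.0968). Gain of short fragments in some libraries, or genomic DNA, may therefore be part of the pattern, but in residuals on the short genes the correlation of neighbours was still 0.400. Sires or dates that change along the number stay open and untested, as do batches that follow the order in which the samples are listed.

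mt-Ts1 held 76.3% of the mt-tRNA counts. It lies on the strand opposite to mt-Co1 and overlaps the end of that gene by a few bases (mt-Co1 ends at 6872, mt-Ts1 runs from 6870 to 6938). Its level correlated with mt-Co1 at 0.940 and with mt-Tq at 0.419 across embryos. Among nuclear genes inside an exon of a gene on the other strand, the median density was 0.472 of the host's (quartiles 0.0116 and 1.87). For the 51 with a mean count of at least 5, the median correlation with the host was 0.720, against 0.0513 with the host of another gene. This is consistent with reads being counted on the strand opposite to their transcript, so that mt-Ts1 counts may largely be reads from the end of mt-Co1 RNA. Other tRNA genes opposite an mRNA may share this.

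Macrophage-type genes stood among those called higher in HFD embryos. A list of 19 macrophage markers, none of them seen as called, was 0.26 higher in HFD embryos (7.02 ± 1.10 against 6.76 ± 0.35, p = 0.0233). Adjusted over the 6 added lists the p was 0.140, which is not past the threshold. Of the 19 genes, 10 have at least 1 CPM in LFD embryos. Still, 10 HFD embryos (HFD-41, HFD-123, HFD-59, HFD-71, HFD-44, HFD-45, HFD-80, HFD-24, HFD-82 and HFD-28) lay above the highest LFD embryo, which random labels give with p = 0.00221. Counts summed over all embryos of a diet, of which HFD has more, were 46074 in HFD and 866 in LFD embryos for Lyz2, 26609 and 666 for Ctss, 3139 and 2 for Tyrobp and 2522 and 0 for C1qc. Csf1r, Mrc1, Lcp1 and Coro1a differed little. Lists for neutrophils, lymphocytes, fibroblasts, red blood cells and epididymis epithelium differed by -0.02, 0.02, -0.19, 0.12 and 0.02, with a smallest p of 0.309. A mean over all embryos does not show RNA present in a few, and 2, 0, 1, 4 and 1 HFD embryos lay above the highest LFD embryo, so those cells stay open. RNA of macrophages in some HFD embryos or in their sperm samples may account for Apoe, Ctsd, Cd68 and Mmp12; with the marker level as covariate none of these 4 was past the threshold. Whether it comes with the diet or with a sample was not tested.

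Gm10925 is 1 of 7 nuclear copies of mitochondrial genes on chromosome 1 (24611535 to 24616197). Their level was 3.94 ± 1.39 in HFD and 3.22 ± 0.72 in LFD embryos, a difference of 0.72 (p = 1e-05, the smallest possible). The medians differed by 0.47 (p = 1e-05, the smallest possible), so the rise was not limited to a few embryos. The copies' share of their own and their mitochondrial counterparts' counts had a median of 0.0481% in HFD and 0.0435% in LFD embryos, while 6 HFD embryos lay above the highest LFD embryo (0.193%). These were HFD-78 at 4.76%, HFD-66 at 3.35%, HFD-52 at 3.13%, HFD-104 at 2.47%, HFD-112 at 1.21% and HFD-88 at 0.489%; random labels put the 6 highest in HFD with p = 0.0267. The copies followed mt-mRNA in HFD (r = 0.391, p = 3e-05, adjusted p 0.000135; rho = 0.682, p = 1e-05; 0.431 without the 2 farthest embryos) and LFD embryos (r = 0.767, p = 1e-05, adjusted p 6e-05; rho = 0.679, p = 1e-05; 0.736 without the 2 farthest), so a general rise of mitochondrial RNA may be part of the shift. It would leave the log2 ratio of copies over counterparts as it is, but the SD of that ratio was 1.29 in HFD and 0.46 in LFD embryos (log2 ratio 1.48, permutation p = 0.0243) and its median was 0.14 higher in HFD embryos (p = 0.0252). This argues against a general rise as the whole cause. Their level was not related to macrophage markers in HFD embryos (r = -0.0211, p = 0.824, adjusted p 0.904; rho = -0.159, p = 0.0796; 0.0141 without the 2 farthest embryos). Densities of the 7 copies followed those of their counterparts (rho = 0.857, exact p = 0.0238) and differed by up to 8.82 times, which argues against 1 transcript of the nuclear locus. C57BL/6N-type mitochondrial RNA, which matches the nuclear copies better than the Staudach genome, is a candidate explanation. It could come from the sperm, from an oocyte or cell of another female, or from another library, and counts per gene cannot tell these apart. Reads with base variants could show whether RNA of that type is present. Alone they could not tell apart sources that carry the same mitochondrial sequence. Such reads were not analysed here.

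Sperm mRNAs summed over 9 genes were 0.15 lower in HFD embryos (8.74 ± 0.40 against 8.90 ± 0.39, p = 0.00324). Of these counts 98.6% were of Odf2, named after its values were seen, so the value is that of Odf2 and not of sperm mRNAs as a class. The means of cumulus cell markers (difference 0.13, p = 0.171) and silent receptor genes (0.04, p = 0.403) did not differ past the threshold. For these lists 3 and 2 HFD embryos lay above the highest LFD embryo, and 0 LFD embryos above the highest HFD embryo. A rise in a few HFD embryos thus stays open. No explanation was tested for the values of these lists or of the sperm mRNAs.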
